A study of Danio rerio with 4 samples.

How the data were processed

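Gene expression was measured in zebrafish (Danio rerio) neural crest cells carrying a sox10:GFP reporter, which had been sorted by flow cytometry from embryos injected with a control morpholino or with an h2a.z.2 morpholino. A morpholino is a synthetic antisense oligomer that binds an mRNA and blocks its translation or splicing. Each group held 2 arrays, which the labels number as replicates 1 and 2. The extraction protocol in the labels names the morpholino by an abbreviation that the treatment protocol gives to a translation-blocking h2a.z.2 morpholino, used at 3 to 3.5 ng. The labels conflict in places. The titles of the h2a.z.2 morpholino arrays name h2a.z.1, whereas their descriptions, the treatment field and the series design name h2a.z.2, which was followed here. The stage field gives 16 to 18 hours post fertilization and the extraction protocol 15 hours.

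Total RNA was labelled with Cy3 and hybridised to a one-colour Agilent zebrafish array, per the labels' protocols. The deposited scanner output was made with Feature Extraction 11.5.1.1, per the file headers, and all 4 arrays came from 1 slide and 1 scan. The values used were the processed intensity of each spot, from which Feature Extraction had subtracted the background within the array, per the file headers, with no scaling between arrays. The mean spot intensity and the median local background intensity, also deposited by the authors as Feature Extraction wrote them, were used for 1 alternative. Deposited flags for spots well above background, saturated spots and outlier spots served as filters. A deposited table of the whole series held 1 linear intensity per probe and array. Set against the scanner output, between 98.6% and 99.1% of its values per array were within 1% of the processed intensity, so it had no scaling between arrays either, and it was used as an alternative.

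Each array had 62976 spots, of which 61657 were not controls and stood for 44280 probes and 27947 gene names. Control spots and spots marked as outliers were left out, and spots of the same probe were averaged on the log2 scale, where 3186 probes had 6 or 7 spots. The log2 processed intensity minus the array's own 75th percentile is called the log2 signal here. A probe was tested if it was well above background on both arrays of at least 1 group, which on an array required this of a share of at least 0.5 of its unmarked spots. That held for 29922 probes, of which 67 lacked a value on an array, which left 29855 probes, 21293 distinct sequences and 18415 genes. Identical sequences occur under different probe names on this array, so probe counts include repeats. For gene values the probe with the highest mean log2 signal was taken. Gene names are those of the array files. Accessions of 22507 probes, 50.8% of the total, were found in a RefSeq gene table of assembly GRCz12tu, which gave current symbols. The probe names carry the tags Spec (20162 probes) or Xhyb (24118 probes), whose meaning no header or label states. Genome positions of the probes were not used here, but for the test of neighbouring genes the same table gave the chromosome and start of 15945 tested genes, matched by accession, symbol, synonym or gene number.

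Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, group as the only term), with p-values adjusted by Benjamini-Hochberg over all probes or genes tested and a threshold of 0.05. With 2 arrays per group the fit has 2 residual degrees of freedom before moderation, and an exact permutation test of a single value cannot give a two-sided p below 0.333. The number of arrays limits the precision of every value. For this reason a count by size was fixed as well: probes with group means at least 2-fold apart and with both arrays of a group on the same side of both arrays of the other. Of unchanged probes, 33.3% would separate in this way by chance if the arrays were exchangeable, which a difference between replicate numbers violates. A probe not well above background on either array of a group has only a bound there. Its difference is given as "at least N-fold", from the mean log2 signal of the brighter group and, for the dimmer group, the mean over arrays of the higher of the probe's own signal and the lowest signal among probes well above background.

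The 13 gene lists and the H2A.Z genes were written down before the data were examined, as were the list tests and nearly all alternatives. Several tests of technical explanations were chosen later. One fixed list, called the stress response list here, holds genes of cell cycle arrest and apoptosis. A member of it is not reported here and was left out of the list and of its tests after the analysis was complete. Of the 250 remaining genes asked for, 223 were found by name or current symbol. The 13 lists were tested with limma's camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. The alternatives to it were fry, and camera with an estimated correlation. For each list, the number of genes past the threshold was also counted with p adjusted over the list alone. There were 7 genes that belong to more than 1 list: pax7a and pax7b are in the neural crest specifiers and other pigment cell lists, sox9a and sox10 are crest specifiers that also stand in the ectomesenchyme and the placode list, and hand2, dlx3b and agr2 are shared among the rest.

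The named genes were chosen by a rule fixed before the data were examined. It takes the genes past the threshold or, if fewer than 5 pass in a direction, the 5 with the smallest limma p among separated genes at least 2-fold apart, restricted to genes well above background on all 4 arrays. It adds the 4 genes with the largest bound among those well above background in 1 group only, for each direction. It also adds the H2A.Z genes, mitfa and sox10, and from each list up to 5 genes past 0.05 adjusted over that list alone. Any other gene named in the text was chosen after its values were seen, except as a member of a fixed list.

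The fits were tested on simulated data for this comparison, with 200 of 18415 genes changed and 5 runs per size. The limma test recovered 0% of genes changed 2-fold and 0% of those changed 4-fold, 82.5% of those changed 8-fold with 9.6 false calls per run on average, and 92.0% of those changed 16-fold with 8.2 false calls. In 20 runs with 1 list shifted by 0.5 on the log2 scale over 18415 genes, camera recovered it in 19, and the 12 other lists gave 2 false calls in all. The simulated noise was drawn separately for each gene, with no difference between replicate numbers and no correlation between genes. These runs therefore cannot show how often camera makes false list calls when genes of a list vary together. The alternatives were normexp background correction with an offset of 50, quantile normalization, scaling by the median, no filter on dim probes, only probes well above background on all arrays, the replicate number as a block, a variance trend, the deposited table, the mean of a gene's probes, and each array left out in turn. Added after seeing the data were averaging probes of identical sequence, Spec probes only, and the deposited table without scaling.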

Results

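The data comprised 4 one-colour expression arrays of sorted sox10:GFP-positive zebrafish cells, 2 from embryos injected with a control morpholino and 2 from embryos injected with an h2a.z.2 morpholino. The sox10 reporter marks neural crest, the embryonic cell population from which pigment cells, peripheral neurons, glia and part of the head skeleton arise. H2A.Z.2 is a variant of histone H2A. The comparison asks how transcript levels of crest cells differ when H2A.Z.2 is targeted, and the series title links this variant to the MITF promoter and to melanocyte precursors.

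The 75th percentile of processed intensity was 715 and 645 on the control arrays of replicates 1 and 2, and 573 and 457 on the h2a.z.2 morpholino arrays. On the control arrays, 69.5% and 68.8% of probes were well above background, against 70.3% and 64.3% on the h2a.z.2 morpholino arrays. No probe was saturated. Spots marked as non-uniform numbered 9 on each control array, 7 on the h2a.z.2 morpholino array of replicate 1 and 134 on the h2a.z.2 morpholino array of replicate 2. The slope of Feature Extraction's fit to spike-in controls (added control RNAs) was 0 on the h2a.z.2 morpholino array of replicate 1. It lay between 1.01 and 1.04 on the others, and the reason was not tested. Relative to the spike-ins, the log2 75th percentile was 0.40 and -0.16 on the control arrays of replicates 1 and 2. For the h2a.z.2 morpholino arrays it was 0.93 and -0.92. The spike-ins were not used for scaling. Pearson's r of the log2 signal across tested probes was 0.976 between the control arrays and 0.977 between the h2a.z.2 morpholino arrays. Arrays of different groups with the same replicate number correlated as strongly or more, at 0.983 for replicate 1 and 0.979 for replicate 2, and those with different group and number at 0.965 and 0.975. Probes are not independent replicates, and these values describe the arrays only. The alternative that moved the mean within-group value most was testing all probes without a filter on dim ones, which gave 0.983. In a principal component analysis the first component held 51.5% of the variance and placed both replicate 1 arrays on the positive side and both replicate 2 arrays on the negative side. The second held 31.9% and parted the groups. The spread between arrays of a group was therefore as large as that between the groups.

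The H2A.Z genes were examined first. A morpholino that blocks translation need not lower the level of its target mRNA, so these values do not test the block itself. The h2afva probe (current symbol h2az2a) had a log2 signal of 4.59 ± 0.21 (SD, n = 2) in control and 4.07 ± 0.07 (SD, n = 2) in h2a.z.2 morpholino arrays. The log2 change was -0.52 (SE 0.24, limma adjusted p 0.810). A second h2afva sequence changed by -0.20 (SE 0.35). The alternative that moved h2afva most was the deposited table without scaling between arrays, at -0.93. There the median of all probes was -0.40, so this value includes a shift that is not particular to h2afva. The h2afz probe changed by -0.47 (SE 0.24, limma adjusted p 0.829), but it is not a separate measurement: it shares 59 of its 60 nt with the h2afva probe, and RefSeq lists both names under h2az2a. For h2afvb (current symbol h2az2b) the change was -0.15 (SE 0.25, limma adjusted p 0.958). It became positive, at 0.034, without the control array of replicate 1. None of these differences passed the threshold.

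For mitfa, which encodes the zebrafish MITF of the melanocyte lineage, the log2 signal was 2.07 and 0.03 on the control arrays and 0.86 and -0.31 on the h2a.z.2 morpholino arrays of replicates 1 and 2. The log2 change was -0.78 (SE 0.77, limma adjusted p 0.918), and the groups overlapped. Within each replicate number the h2a.z.2 morpholino array was lower, but the difference between replicates of a group exceeded that between groups. Without the control array of replicate 1 the change was 0.24, and without that of replicate 2 it was -1.80. Other mitfa sequences changed by -0.90 (SE 0.75) and -0.92 (SE 0.71). The sox10 probe itself stood at 4.11 ± 0.18 (SD, n = 2) in control and 3.93 ± 0.01 (SD, n = 2) in h2a.z.2 morpholino arrays, a log2 change of -0.17 (SE 0.23, limma adjusted p 0.944). The plot of signal per array shows these genes beside members of other lists.

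**Figure D1:**
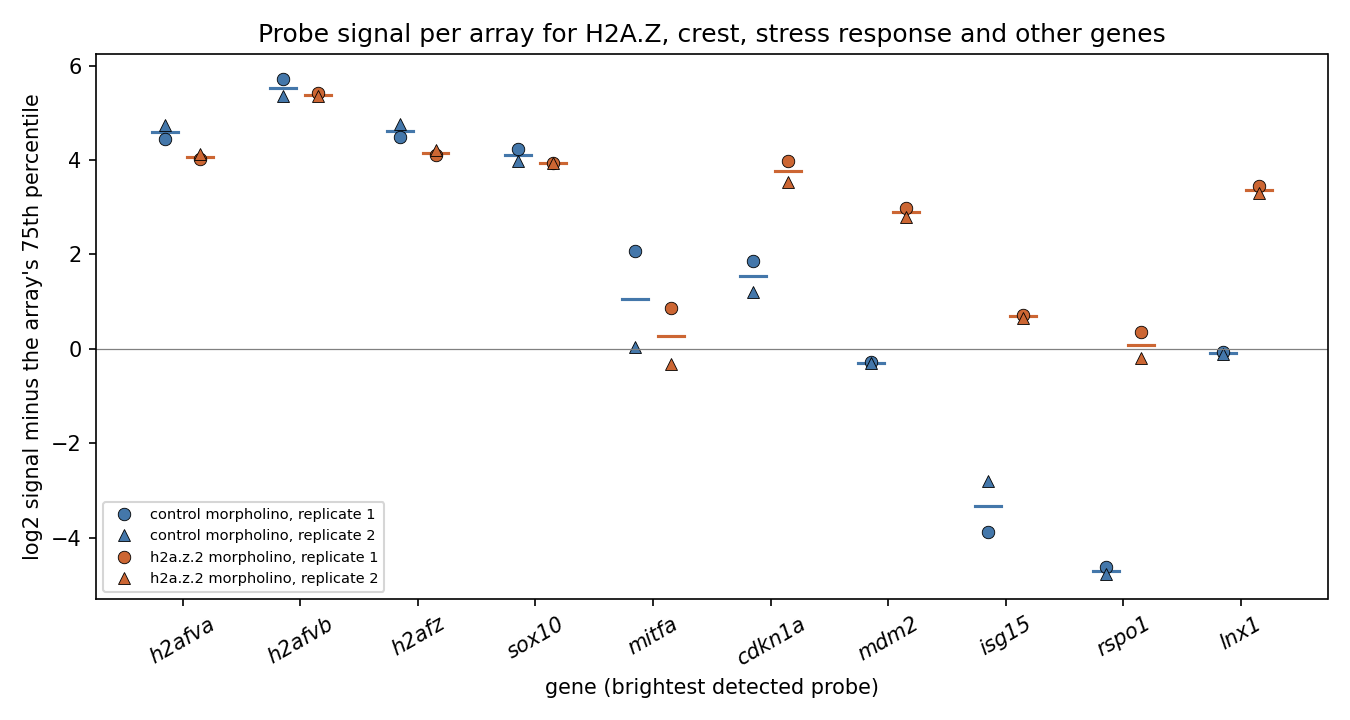
The vertical axis gives the log2 signal, which is log2 intensity minus the array's 75th percentile, of the brightest detected probe of 10 genes on each of the 4 arrays. Circles are replicate 1, triangles replicate 2, and bars group means (n = 2). The control arrays of mitfa lie at 2.07 and 0.03, further apart than the groups, whereas those of mdm2 lie at -0.28 and -0.30 against 2.99 and 2.78 with the h2a.z.2 morpholino.

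Across all probes, limma called 0 of 29855 probes and 0 of 18415 genes at an adjusted p under 0.05. The smallest adjusted p was 0.0509, shared by 15 probes, and 0.0672 for genes, shared by 7. At an adjusted p under 0.1 there were 20 probes higher and 2 lower with the h2a.z.2 morpholino. The unadjusted p was under 0.05 for 1744 probes, 1109 higher and 635 lower, where 1493 would be expected by chance, and for 1160 genes, 777 higher and 383 lower, where 921 would be expected. The absence of calls depended on the settings: a variance trend and normexp background correction each gave 39 probes, of which 33 were higher. By size, 862 probes were at least 2-fold apart and separated, 595 higher and 267 lower, which corresponds to 594 genes, 434 higher and 160 lower. Of all probes tested, 34.4% separated the groups, where 33.3% would be expected by chance if the arrays were exchangeable. As each probe separates in 1 of the 3 splits of the arrays only, and 46.0% separated by replicate number, the share for the groups is lowered by the replicate difference and does not measure how many probes changed. The remaining split gave 19.7%. The numbers expected at an unadjusted p under 0.05 assume exchangeable arrays as well. Quantile normalization gave 866 probes at least 2-fold apart and separated, of which 733 were among the 862, and moved their split to 471 higher and 395 lower. Without the filter on dim probes the count was 2669, and with normexp it was 183.

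The genes with the smallest p rose by a large factor and were close to the threshold without passing it (limma adjusted p 0.0672 for each). The transcript of rspo1, an R-spondin, went from a log2 signal of -4.70 ± 0.11 (SD, n = 2) in control to 0.08 ± 0.38 (SD, n = 2) in h2a.z.2 morpholino arrays, a log2 change of 4.78 (SE 0.28). A second rspo1 sequence changed by 4.68. For lnx1 the change was 3.46 (SE 0.22), with 3.26 at a second sequence. The uncharacterised si:dkey-204l11.1 and si:ch211-92l17.1 changed by 5.10 (SE 0.32) and 4.56 (SE 0.31), and ghrh by 3.75 (SE 0.23). In all 5 the arrays separated by group. Of the genes that fell, the 5 with the smallest p were further from the threshold, with limma adjusted p between 0.385 and 0.414. The log2 change was -1.56 (SE 0.24) for mms19, with -1.87 at a second sequence, -1.52 (SE 0.24) for rbp4l, -1.32 (SE 0.22) for si:ch211-122m3.1 and -1.31 (SE 0.23) for dgat1a. The probes of ipo13 disagreed: the brightest changed by -1.49 (SE 0.25) and another sequence by 1.07 (SE 0.23). With normexp, dgat1a changed by only -0.35.

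Well above background on both h2a.z.2 morpholino arrays and on neither control array were 50 genes, and the reverse held for 170. The h2a.z.2 morpholino array of replicate 2 had fewer probes above background than the others, which bears on the second count. The largest bounds were those of myh11a, at least 124-fold higher, and fcer1g, at least 35.3-fold higher, but single spots on 1 array carried both. The myh11a probe stood at -5.32 on the h2a.z.2 morpholino array of replicate 1 and at 6.92 on that of replicate 2, and another myh11a sequence changed by 0.039. For fcer1g these values were -4.50 and 2.54. Without the array of replicate 2 the fcer1g change was 1.62 in place of 5.14. The next were LOC100333882, at least 5.23-fold higher, and si:dkeyp-59a8.2 (current symbol ccl38a.5), at least 4.97-fold higher, each on both arrays. With normexp their log2 changes were 0.92 and 0.90, in the same direction but smaller than these bounds. Those well above background only in control had small bounds: at least 2.62-fold lower for trpn1, 2.53-fold for LOC101886435, 2.48-fold for crygm2d13 and 2.46-fold for LOC101884928. With normexp the change of trpn1 was 0.046 and that of LOC101884928 was 0.044, so the direction of these 2 did not hold, and crygm2d13 was at -0.0066 with normexp, close to no change. Without the control array of replicate 2 the LOC101886435 probe changed by -0.57, and the probe of this gene that was then brightest by 0.33.

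The stress response list, made of genes of cell cycle arrest and apoptosis, moved furthest. Of its 19 tested genes, 18 were higher with the h2a.z.2 morpholino, with a median log2 change of 1.14 (limma camera adjusted p 2.86e-16 over 13 lists). The list passed the threshold under fry (adjusted p 0.0421) and did not pass with an estimated inter-gene correlation (adjusted p 0.279), while 0 of its genes were called over all genes and 10 when adjusted over the list alone. The alternative that moved the median most was the deposited table without scaling, at 0.74, where the median of all probes was -0.40. The 5 largest changes were mdm2 at 3.18 (SE 0.23), the rps27l gene zgc:136826 at 2.79 (SE 0.28), casp8 at 2.70 (SE 0.29), bbc3 at 2.40 (SE 0.27) and sesn3 at 2.35 (SE 0.29), with limma adjusted p over all genes between 0.0689 and 0.231. A second mdm2 sequence changed by 2.79. Among the other members, cdkn1a changed by 2.23 (SE 0.33). All of these separated the groups. Calls over all genes were compared gene by gene for the 5 alternatives on all 4 arrays that gave any gene call. Genes of this list were called under 4 of these 5, median scaling being the exception. They were mdm2, zgc:136826, casp8, bbc3 and cdkn1a with the replicate number as a block. With a variance trend they were mdm2, zgc:136826 and ccng1. With normexp they were mdm2 and zgc:136826, and with only probes well above background on all arrays mdm2. The limma adjusted p of mdm2 was from 0.00876 to 0.0431 in these 4. Over the 12 alternatives that kept all 4 arrays it ranged up to 0.240. Those outside the 5 called 0 genes.

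Pigment cell genes were lower. In the other pigment cell list, which holds genes of xanthophores and iridophores, 12 of 13 genes fell, with a median log2 change of -0.65 (camera adjusted p 5.29e-07). Adjusted over the list alone, 3 genes were called: pax7a at -1.38 (SE 0.25), xdh at -1.07 (SE 0.25) and aox3 (current symbol aox5) at -0.93 (SE 0.23), with 0 called over all genes. Other pax7a sequences changed by 0.19, -0.68 and -0.77, so the probes of this gene disagreed. In the melanocyte lineage list 15 of 16 genes fell, with a median of -0.48 (camera adjusted p 6.60e-05) and 0 genes called either way. The neural crest specifiers had a median of -0.13, with 16 of 24 genes lower (camera adjusted p 0.00648) and 0 genes called either way. None of these 3 lists passed under fry, with adjusted p 0.0857, 0.327 and 0.587 in the same order, or with an estimated correlation, with 0.279, 0.422 and 0.527. The crest specifiers also failed to pass without the control array of replicate 1 (adjusted p 0.228) or the h2a.z.2 morpholino array of replicate 2 (0.0827).

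**Figure D2:**
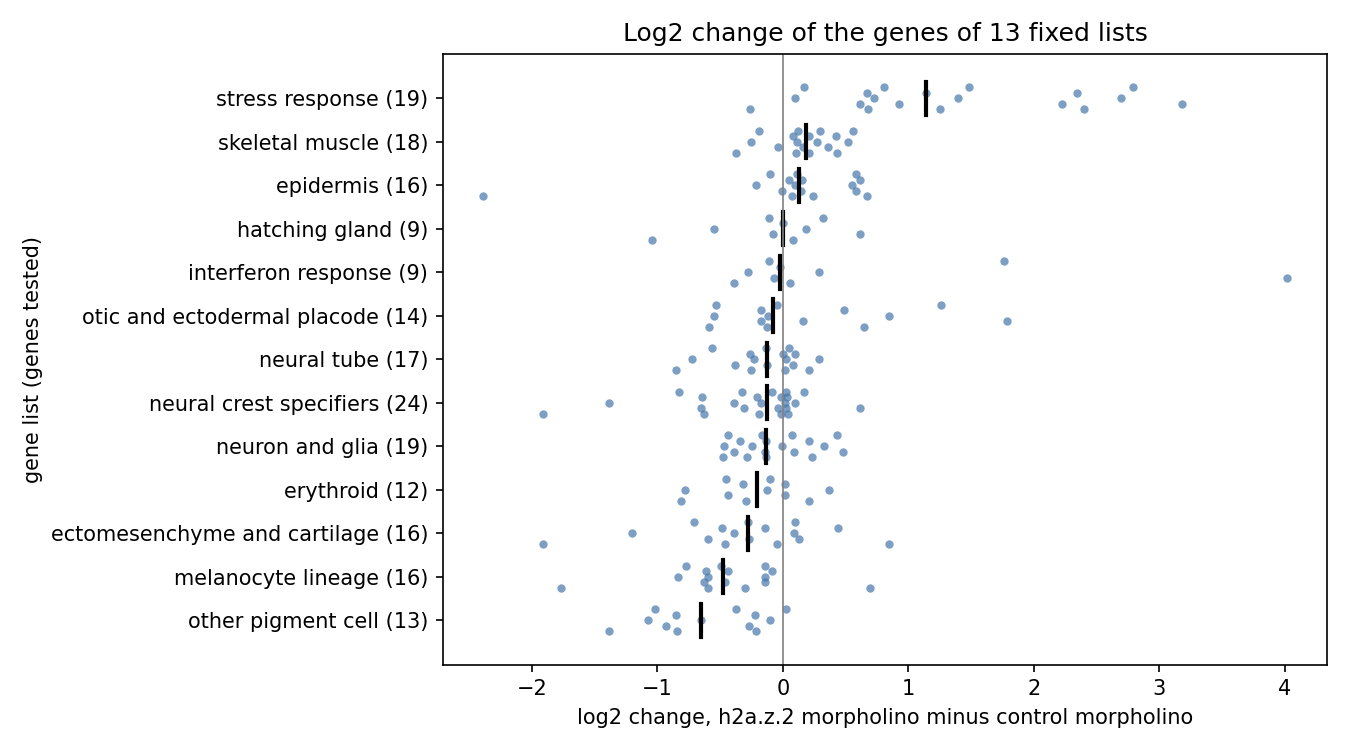
Each point is the log2 change of a gene, h2a.z.2 morpholino minus control morpholino (2 arrays each), placed by list on the vertical axis with the number of genes tested, and each black bar is the list's median. The stress response median is at 1.14, the other pigment cell median at -0.65 and the melanocyte lineage median at -0.48, and the remaining 10 medians lie between -0.28 and 0.19.

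The other 9 lists did not pass the threshold with camera. The ectomesenchyme and cartilage list had a median of -0.28 (adjusted p 0.0519), neural tube -0.13 (0.113), neuron and glia -0.14 (0.458), erythroid -0.21 (0.361), skeletal muscle 0.19 (0.174) and epidermis 0.13 (0.174). Median, mean and test differed in sign for the remaining 3. The interferon response list had a median of -0.023, a mean of 0.58 and an upward test (adjusted p 0.174), since 4 of its 9 genes were higher, 2 of them by more than 2-fold: isg15 changed by 4.02 (SE 0.40, limma adjusted p 0.183), and psmb9a was at least 2.92-fold higher, being not well above background in control. Both were called when adjusted over the list alone. Over all genes isg15 was called with normexp (adjusted p 0.0259), with the replicate number as a block (0.0191) and with a variance trend (0.0472), and the adjusted p ranged up to 0.360 over all alternatives. The hatching gland list had a median of 0.0011 and a mean of -0.06 (adjusted p 0.822). The otic and ectodermal placode list had a median of -0.08, a mean of 0.21 and an upward test (adjusted p 0.361), and 1 gene called over the list alone, foxi1 at 1.78 (SE 0.25, limma adjusted p 0.348). No gene of the other lists was called over its list alone.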

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

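The alternatives were chosen before the data were examined, except averaging probes of identical sequence, using only Spec probes, and the deposited table without scaling, which were chosen after seeing the data. A slide or scan block was not run, since there was 1 slide and 1 scan. For the results that answer a comparison, 279 alternative values kept their direction and side of the threshold or stayed within the spread, and the rest changed as described here. Among single named genes 422 kept both, 40 passed the threshold in the same direction and 3 reversed. Unless a cause is given, the cause was not tested.

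The stress response list kept its direction in every alternative run (0.74 to 1.32) and its side of the threshold in all but 1, and so did the other pigment cell list (-1.06 to -0.22) and the melanocyte lineage list (-0.89 to -0.30) in all but 2. Under fry the medians of -0.65, -0.48 and -0.13 for other pigment cells, melanocyte lineage and crest specifiers no longer passed. With an estimated correlation neither these nor the 1.14 of the stress response did. Both tests take the correlation between genes from the arrays' own residuals, with 2 residual degrees of freedom.

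The count of 0 calls was at the edge of the threshold. Normexp gave 39 probes and 10 genes, a variance trend 39 and 12, median scaling 16 and 6, and only probes well above background on all arrays 14 and 7, where fewer probes are tested. With the replicate number as a replicate block there were 38 probes and 30 genes, all 30 higher. The replicate deviations of the 2 groups correlated across probes at 0.480, but 2 shared numbers do not establish a pairing. The block brought the ectomesenchyme list (-0.28, adjusted p 0.0364) past the threshold and changed no other list call. These 5 settings shared 4 genes, rspo1, lnx1, si:dkey-204l11.1 and si:ch211-92l17.1, out of 31 called in any of them. Of the fits with an array left out, only that without the h2a.z.2 morpholino array of replicate 1 gave calls. There the lone array of the group is assumed to vary like the control arrays, and it is the array with the local flaw described below. The calls include myh11a at 13.1 and fcer1g at 8.66, which are likely due to that flaw, so they do not bear on how close the count of 0 was to the threshold.

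Of probes at least 2-fold apart and separated, 862 at first, normexp gave 183, no filter 2669, probes above background on all arrays 556, Spec probes 437 from fewer probes tested, and the deposited table without scaling 1527. The last had 229 higher and 1298 lower, because without scaling the median of all probes was -0.40. Leaving out an array gave 1781 to 2391, where separation is easier to meet with 3 arrays. The mean within-group r of the arrays was 0.982 with normexp, 0.983 without a filter, 0.977 with probes above background on all arrays, 0.976 with Spec probes, 0.974 with the deposited table scaled or not, and 0.976 to 0.977 with an array left out.

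Leaving out an array moved mitfa between -1.80 and 0.24 and h2afvb between -0.34 and 0.034, and both were positive only without the control array of replicate 1. It moved the medians of crest specifiers between -0.32 and -0.051, neuron and glia -0.20 and 0.10, ectomesenchyme -0.49 and -0.026, interferon response -0.11 and 0.32, skeletal muscle -0.023 and 0.47, erythroid -1.14 and 0.50, epidermis -0.34 and 0.66, hatching gland -0.30 and 0.32, and placode -0.16 and 0.21. Without the control array of replicate 2, interferon response (adjusted p 0.00961), skeletal muscle (0.00097), ectomesenchyme (0.00992) and, downward, erythroid (6.08e-05) passed the threshold. Without that of replicate 1, epidermis (0.000341) and, upward, erythroid (0.0105) did. Without the h2a.z.2 morpholino array of replicate 1, ectomesenchyme (0.0407) and erythroid (0.0186) did.

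For lists near 0, normexp gave ectomesenchyme -0.18 and neural tube -0.13, both past the threshold, and interferon response 0.037. No filter gave -0.21 and -0.13, both past, and 0.12. The mean of probes gave ectomesenchyme -0.25, past the threshold. Spec probes gave interferon response 0.053, skeletal muscle 0.33, past the threshold, and hatching gland -0.075. The hatching gland median, 0.0011 at first, was -0.13 with quantile normalization, -0.050 with median scaling and -0.0086 with the deposited table, which put the placode list at 0.049. That table without scaling gave -0.22 for skeletal muscle, -0.28 for epidermis and -0.41 for hatching gland, after the shift of all probes by -0.40.

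Of single genes, trpn1 was 0.046 and LOC101884928 0.044 with normexp, which compresses dim probes through its offset of 50, and LOC101886435 ranged from -2.54 to 0.33 with an array left out, positive only without the control array of replicate 2, where another of its probes was the brightest tested and the first one changed by -0.57. Signal over background limits such genes, as 64.3% to 70.3% of probes were well above it on an array.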

Other observations

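Tests chosen only after their result was seen were those of array brightness for the stress response and pigment lists, of the crest share, of other splits for the probes at least 2-fold apart, of the sequence shared by csnk1a1 and LOC100334765, of the local flaw with both ways of choosing its probes, and of the probes shared before and after quantile normalization. The remaining tests were set before.

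The stress response list was written down because morpholinos can raise such genes apart from their target. The list passed upward as that explanation requires (median log2 change 1.14, camera adjusted p 2.86e-16, with a range over alternatives from 1.92e-24 to 0.279). Dimmer h2a.z.2 morpholino arrays are argued against as the whole cause, since quantile normalization left the median at 1.08. A stress response unrelated to the target may therefore be present. The same values would be seen if loss of H2A.Z.2 itself raised these genes, and no array of a second morpholino was analysed here, so a target-specific origin stays open as an untested hypothesis. The pigment lists were measured in cells that also had higher bbc3, casp8 and cdkn1a.

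An innate immune response is another known side effect of morpholinos. The interferon response list did not pass upward (camera adjusted p 0.174), although isg15 changed by 4.02 and psmb9a rose as well, and without the control array of replicate 2 the list passed (0.00961, in a range over alternatives up to 0.881). Over all genes isg15 was called under 3 alternatives, normexp (adjusted p 0.0259), the replicate block (0.0191) and a variance trend (0.0472). The other 7 genes lay between -0.39 and 0.29, and 2 arrays per group cannot exclude a response of a few genes, so this explanation cannot be told apart from its absence.

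Lower pigment cell lists were seen with the other pigment cell median at -0.65. Dimmer arrays are argued against as the whole cause, since after quantile normalization the median was -0.61 and the list still passed. Quantile normalization does not change how background was subtracted from dim probes, however. With normexp, which compresses dim probes, the median was -0.22 and the list passed (camera adjusted p 3.13e-07), so the size of the drop depends on the treatment of background. A lower share of neural crest cells in the sort would lower crest specifiers too. Their median was -0.13, with crestin at 0.024 (SE 0.26) and sox10 at -0.17, less than the pigment lists, while skeletal muscle and epidermis were slightly higher and erythroid and neural tube slightly lower, none past the threshold. A small change of the crest share could add to the drop and cannot be told apart here. A delay or loss of pigment cell precursors, which the study's question names, stays open as a biological hypothesis that no test here separates from a stress response.

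With 4 arrays there are 3 splits into equal groups. For probes past the limma threshold the real split gave 0, so that all 3 splits had to give as many and this count decides nothing. The split by replicate number gave 52 and the crossed split 0. For probes at least 2-fold apart and separated, 2 of the 3 splits gave as many, since the replicate split gave 1478 against 862 for the groups and 175 for the crossed split. The replicate split does not stand for chance, given the difference described next, and a design with 3 splits cannot exclude chance whatever the counts, so they decide nothing here. With the replicate number as a block, limma called 38 probes and 30 genes between the groups, although the labels do not say what a number stands for.

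The larger difference in these arrays is thus between the replicate numbers, in both groups alike. Brightness of the arrays, with replicate 2 dimmer in both groups, is argued against as the cause, since quantile normalization gave 1491 probes at least 2-fold apart and separated by replicate number, and 1356 of them were among the 1478 found before it. All 12 erythroid genes and 11 of 16 epidermis genes were lower in replicate 2 in both groups. The replicate 2 minus replicate 1 median was -1.37 for the erythroid list (camera adjusted p 5.24e-09, fry 0.173) and -0.68 for epidermis (4.59e-05, fry 0.178). Some of these genes, though not all, stood far above the 75th percentile on every array: hbbe3 had a log2 signal of 7.16, 6.07, 7.13 and 6.53 on the control and then the h2a.z.2 morpholino arrays, and krt5 was at 5.88, 3.65, 5.55 and 3.54. Carry-over of other cells in the sort, more in replicate 1, may account for these lists. The skeletal muscle list, however, did not follow as a whole (median 0.13, camera adjusted p 0.135): its mean log2 signal was higher in replicate 2 in control (3.32 and 3.81) and lower in the h2a.z.2 morpholino arrays (3.83 and 3.63). The neural tube list moved little (median -0.12, camera adjusted p 0.566). A larger share of other cells in replicate 1 would lower the crest specifiers there, but they were slightly higher in replicate 1. Their replicate 2 minus replicate 1 median was -0.15, with 5 of 24 genes higher in replicate 2. That difference did not pass the threshold (camera adjusted p 0.135, fry 0.625), so it does not decide the matter. Hatching gland had a median of only -0.23 (camera adjusted p 0.0693), but 8 of its 9 genes were lower in replicate 2 on average over the groups, and it alone of the 13 lists passed fry between replicate numbers (adjusted p 0.00105). Its mean fell in both groups mostly through he2 (-2.83 and -6.02 on the control arrays, -3.81 and -7.12 on the h2a.z.2 morpholino arrays of replicates 1 and 2) and klf4b (-0.55 and -2.72, -0.69 and -1.94), while the abundant he1a stood at 5.50 and 5.24, 5.65 and 4.87. As the lists disagree in this way, a general carry-over and one of a few cell types cannot be told apart. A difference in developmental stage between collections was tested with lists of later differentiation. The melanocyte lineage list did not pass (median -0.26, camera adjusted p 0.228) and skeletal muscle moved in opposite directions in the 2 groups, so that prediction was not met as a whole, but neither list moved beyond its spread and stage stays open. mitfa shares the pattern, with replicate 1 above replicate 2 in both groups.

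A probe sequence shared by csnk1a1 and LOC100334765, singled out after its values were seen, dropped in the h2a.z.2 morpholino arrays. The sequence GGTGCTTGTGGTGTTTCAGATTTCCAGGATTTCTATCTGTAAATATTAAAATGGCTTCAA stands under 7 probe names and had a log2 signal of 2.17 and 2.19 in control and -0.26 and -0.38 in h2a.z.2 morpholino arrays, a change of -2.49 (SE 0.22, limma adjusted p 0.129 over distinct sequences), which does not pass the threshold. A flaw of single spots is argued against, since all 7 probes dropped and their SD within an array was at most 0.0794. A lower level of all csnk1a1 transcripts is argued against too, since the largest change of the other sequences was 0.23. A change of 1 transcript form or gene copy, or a sequence variant under the probe in one group, was not tested. More widely, of 17 genes with a sequence at least 4-fold apart and separated among 3130 genes with more than 1 sequence, 8 had another sequence that changed by less than 0.5. These 8 include csnk1a1 and LOC100334765, which share the sequence above, and myh11a and cmn, which have spots in the local flaw described next. The 8 are therefore not all separate cases and do not count changes of transcript form.

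The h2a.z.2 morpholino array of replicate 2 held 16 single-spot probes over 8-fold brighter than their mean on the other 3 arrays, against 2, 0 and 9 on the control arrays and the h2a.z.2 morpholino array of replicate 1. Their median distance to the nearest spot marked non-uniform on that array was 2.12 spots, against 25 for all tested single-spot probes (permutation p 1e-04, the smallest that 10000 draws can give). The 16 include si:dkey-204l11.1, which was as bright on the h2a.z.2 morpholino array of replicate 1 (3.71 against 3.60) and so differs by group. Of the 16, 12 were over 8-fold brighter than on each of the other 3 arrays, where the other arrays had 0 such probes, and si:dkey-204l11.1 is not among these. The median distance of the 12 was 1.21 spots (permutation p 1e-04, again the smallest possible). For these 12 this is consistent with a local flaw of that array, to which the bounds of myh11a and fcer1g are likely due. The probes of ptpra, atxn10 and cmn lie among the 12. The array's brightest value, 632380 for cmn against at most 108540 on any other array, lies among them as well. No biological explanation was tested.

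Linked strain variants were considered because the embryos of the 2 groups could differ in parental haplotypes. Of the 594 genes at least 2-fold apart and separated, 511 could be placed in gene order, and 18 pairs of them were direct neighbours among the tested genes, against 16.3 for random genes (permutation p 0.371, one-sided). An excess of this size excludes neither scattered variants nor a small contribution of linked ones, which cannot be told apart here.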
